# NRF2 Mediates Therapeutic Resistance to Chemoradiation in Colorectal Cancer through a Metabolic Switch

**DOI:** 10.3390/antiox10091380

**Published:** 2021-08-28

**Authors:** Séan M. O’Cathail, Chieh-Hsi Wu, Rachael Thomas, Maria A. Hawkins, Tim S. Maughan, Annabelle Lewis

**Keywords:** NRF2, radiation, metabolism, therapeutic resistance

## Abstract

Radiation resistance is a significant clinical problem in rectal cancer treatment, the mechanisms of which are poorly understood. NRF2 signalling is known to contribute to chemo/radioresistance in some cancers, but its role in therapeutic resistance in colorectal cancer (CRC) is unexplored. Using siRNA and CRiSPR/Cas9 isogenic CRC cell lines, we investigated the effect of the knockdown and upregulation of the NRF2 pathway on chemo-radiosensitivity. Poly (A) enriched RNA sequencing and geneset enrichment analysis (GSEA) were carried out on both sensitive and resistant cell models for mechanistic insights. Finally, a cohort of rectal patient samples was profiled to understand the clinical relevance of NRF2 signalling. Radioresistant cell lines were significantly radiosensitised by siRNA knockdown (SW1463, SER10 1.22, ANOVA *p* < 0.0001; HT55, SER10 1.17, ANOVA *p* < 0.01), but not the (already) radiosensitive HCT116. The constitutive activation of NRF2 via a CRISPR Cas9 NFE2L2 mutation, E79K, induced radioresistance in HCT116 (SER10 0.71, ANOVA, *p* < 0.0001). GSEA demonstrated significant opposing metabolic dependencies in NRF2 signalling, specifically, the downregulation of amino acid and protein synthesis with low levels of NRF2 and upregulation with over expression. In a clinical cohort of 127 rectal patients, using a validated mRNA signature, higher baseline NRF2 signalling was associated with incomplete responses to radiation higher final neoadjuvant rectal (NAR) score (OR 1.34, 95% C.I. 1.01–1.80, LRT *p*-value = 0.023), where high NAR indicates poor radiation response and poor long-term prognosis. This is the first demonstration of NRF2-mediated radiation resistance in colorectal cancer. NRF2 appears to regulate crucial metabolic pathways, which could be exploited for therapeutic interventions.

## 1. Introduction

Chemoradiation is the standard of care for all patients with locally advanced rectal cancer. Some patients respond poorly with little or no tumour regression [1], highlighting the need to better understand contributing factors. NRF2 is a potent transcription factor that plays a responsive role in cell protection against oxidative and electrophilic stress, as well as metabolic regulation. In unstressed conditions, NRF2 is targeted for ubiquitination by KEAP1 resulting in its degradation. The constitutive activation of NRF2 signalling can occur by a number of distinct mechanisms, including somatic mutation of key regulators KEAP1/NFE2L2, methylation of KEAP1 and direct activation by oncogenes KRAS, BRAF and c-MYC [2,3,4]. This allows NRF2 to function in an ‘oncogene’ fashion, promoting survival, resisting radiation and dysregulating metabolism [5,6]. In fact, NRF2 has been linked, either directly or indirectly, to all of the Hallmarks of Cancer [7].

NRF2 pathway expression has been shown to contribute to radioresistance in many tumour types, in particular, lung cancer [8,9], SCC head and neck [10,11], oesophageal [12] and pancreas [13], and its mechanism extensively investigated [14]. However, its role in therapeutic resistance in CRC is poorly understood, in spite of the fact that the NRF2 pathway can be overexpressed in CRC through a variety of the outlined mechanisms [15]. This oversight is probably due to the fact that the rate of somatic mutation in both KEAP1 and NFE2L2 is low in CRC [16] in comparison to the previously studied tumour types. Nevertheless, in a PanCancer analysis, the level of NRF2 pathway signalling is higher than would be expected (in multiple tumour types, including colon and rectal tumours) given this low mutation rate, suggesting that activation within tumours occurs, warranting further investigation [17].

In this study, we investigated the effects of downregulating and overactivating NRF2 on both chemo- and radio-resistance in colorectal cancer models in vitro, identified the key cellular pathways involved, and assessed the clinical relevance of NRF2 pathway activation in a large clinical rectal cancer dataset.

## 2. Materials and Methods

### 2.1. Cell Culture

Cell lines, SW146 (rectal adenocarcinoma), HT55 (rectal adenocarcinoma) and HCT116 (colon adenocarcinoma), were obtained from the American Type Culture Collection (ATCC) and the European Collection of Authenticated Cell Cultures (ECACC). All cells were maintained in Dulbecco’s modified Eagles Medium (DMEM) supplemented with 10% FBS and 1% penicillin streptomycin. 

### 2.2. NRF2 Disrupted Cell Line Models

Isogenic cell lines HCT116E79K+ and parental HCT116WT were obtained from Horizon Discovery^®^ (Cambridge Research Park, Cambridge, CB25 9TL, UK). The missense mutation was confirmed by Sanger sequencing and FISH was used to confirm that the *NFE2L2* locus was otherwise intact (see supplementary methods). The upregulation of NRF2 target genes was confirmed by quantitative RT-PCR with Taqman probes (Applied Biosystems, Life Technologies Ltd, Paisley, PA4 9RF, UK).

NFE2L2 siRNAs and non-targeting controls (Ambion^®^, see Supplementary Materials for sequences) were transfected into HCT116 and SW1463 using Lipofectamine 2000 (final concentration 1.8 µM, Invitrogen^®^) and HT55 using INTERFERin-HTS (final concentration 20 nM, VWR). Knockdown of NRF2 and target genes was confirmed by quantitative RT-PCR with Taqman probes (Applied Biosystems).

### 2.3. Assessment of Radio and Chemotherapeutic Resistance

Clonogenic assays were carried out on siRNA transfected cells irradiated at 2, 4 and 6 Gy using a caesium-137 irradiator (Gamma Service GSR D1) and incubated for 14–25 days for colony formation. Fixed colonies stained with 0.5% (*w*/*v*) crystal violet were counted digitally using GELCOUNT™ (Oxford Optronix) software. Statistical analysis and plotting of clonogenic survival curves was performed using the ‘CFAssay’ package in R [18].

Cytotoxic drugs were obtained from Sigma (oxaliplatin), Flurochem (5-flurouracil) and Sellekchem (SN-38). Cell viability to cytotoxic drugs was determined using MTS assay (CellTiter^®^ 96R AQueous Non-Radioactive Cell Proliferation Assay), performed as per the manufacturer’s instruction. Analysis was carried out using the R drc package [19].

### 2.4. RNA Sequencing and Analysis

Poly(A) enriched mRNA libraries were prepared using the Truseq stranded mRNA system and sequenced on a HiSeq4000 (Illumina) according to the manufacturer’s protocols. Differential expression analysis was performed in R with both ‘DESeq2’ [20] and ‘edgeR’ [21] to ensure robustness. Main analysis and plots were generated from edgeR data.

GSEA was carried out against the hallmark gene sets, Reactome pathways and KEGG pathways from the Molecular Signatures Database v6.2 [22,23] using the ‘fgsea’ package [24]. The ranked gene list was compared to the a priori defined gene sets and the curated geneset NFE2L2.v2, for a total of 1000 permutations. An FDR < 0.1 was used to highlight significant pathways of enrichment. RNA sequencing data were deposited to the Gene Expression Omnibus under accession number GSE136011. 

### 2.5. Rectal Cancer Cohort and Statistical Association of NRF2 Signature with NAR Score

Patients’ samples were obtained through the MRC Stratified Colorectal cancer (S:CORT) collaboration and approved by the East of England-Cambridge South Research Ethics Committee (NHS Health Research Authority) (REC reference 15/EE/0241). Following RNA extraction from biopsy specimens, samples were profiled on Xcel microarray as per the manufacturer’s instructions. Raw data were normalised and batch corrected to generate an expression matrix. NRF2 pathway expression was measured using a previously published 36-gene signature [25]. Univariate and multivariate ordinal logistic regression models were built, the null hypothesis being (H0) that it would not provide any explanatory power for NAR scores. The likelihood ratio test (LRT) was employed to test the hypothesis. (Full details available in supplementary methods).

## 3. Results

### 3.1. Changes in NRF2 Signalling Mediate Radiation Response

Knockdown of NRF2 with RNAi resulted in a significant decrease in NRF2 signalling in three CRC cell lines as assessed by validated NRF2 transcriptional targets, NQO1 and HMOX1 [26], as surrogates of pathway perturbation [27] (Supplementary Figure S1a–c). Significant radiosensitisation was observed in NRF2-depleted SW1463 (SER10 1.22, ANOVA *p* < 0.0001) and HT55 (SER10 1.17, ANOVA *p* < 0.01) cell lines, with no effect on HCT116 (Figure 1a–c), and was consistent across three independent NRF2 siRNAs (Supplementary Figure S1d). HCT116 is intrinsically a radiosensitive cell line [28]. Compared to SW1463 and HT55, it also had the lowest level of NRF2 activity (Supplementary Figure S1e). This suggested a possible threshold effect for radioresistance, where an a priori degree of overactivation of NRF2 signalling is required for knockdown to produce radiosensitisation. To investigate further, we used HCT116 CRISPR/Cas9 isogenic wild type and NFE2L2 mutant models. Karyotyping, FISH and Sanger sequencing confirmed that both isogenic HCT116 lines were diploid for NFE2L2 and the presence of a single heterozygous missense mutation at position 235 of NFE2L2 in HCT116 E79K+ cells (Figure 1d). The resulting mutant NRF2 protein has weak affinity for KEAP1, resulting in cytoplasmic accumulation (Supplementary Figure S1f) of NRF2. Elevated levels of NRF2 protein and downstream activation were confirmed by mRNA levels of NRF2 transcriptional targets (Supplementary Figure S1g). HCT116 E79K+ demonstrated increased radioresistance compared to wild type (SER10 0.71, ANOVA, *p* < 0.0001) (Figure 1e), confirming that the overactivation of NRF2 signalling induces radioresistance. MTS cell viability assays were performed for 5-FU, SN-38 and Oxaliplatin to identify cross resistance with common radiosensitising chemotherapies. Relative to HCT116WT, HCT116 E79K+ showed significantly increased cell viability to 5-FU and SN-38 but not oxaliplatin (Figure 1f).

### 3.2. NRF2 Signalling Changes Significantly Alter Amino Acid Metabolism

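Poly(A) enriched RNA of 12 libraries was sequenced, in 4 groups of 3 libraries each. In the RNAi model, SW1463 cells, an established rectal cancer cell line, were transfected with an NFE2L2 siRNA (siNRF2) or a non-targeting siRNA (siNT), both at a final concentration of 1.8 µM. In the isogenic model, HCT116 E79K+ cells, which carry the E79K mutation of NRF2, were compared with the parental HCT116WT cells, an established colon cancer cell line. Each genotype was a single line, so the spread of its 3 libraries is a spread within that line. Any other difference between the 2 lines cannot be separated from the mutation. The labels of the deposited samples describe an siRNA transfection for all 12 libraries and the paper describes none for the sequenced isogenic lines, so the HCT116 libraries were grouped by genotype alone. The authors deposited whole-number read counts per gene symbol without normalisation. Going by the name of their table, these were counted with featureCounts after duplicate reads were removed. The libraries were stranded, but the aligner, genome build, annotation and strand setting of the counting were not known here, so the counts of overlapping genes, antisense genes and near-identical copies are uncertain. Total counts were 13374895, 17033710 and 14681979 in the 3 siNT libraries and 16292669, 16154605 and 14346616 in the 3 siNRF2 libraries. They were 17361117, 19075157 and 16156681 in HCT116WT and 16156384, 16091594 and 15478343 in HCT116 E79K+. All 12 pairs of replicates differed by more than the sampling noise, with a chi-square per degree of freedom between 2.41 and 10.4. The largest values, 9.28 and 10.4, were those of siNT replicate 1 against siNT replicates 2 and 3, which had 3.13 between them. No pair without siNT replicate 1 exceeded 5.20.

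From these counts, edgeR's quasi-likelihood test was fitted to the 6 libraries of each model, with TMM normalisation and edgeR's filterByExpr on low counts. It covered 14051 genes in SW1463 and 13800 genes in HCT116. FDR values are adjusted by Benjamini-Hochberg over these genes, and 0.01 was taken as the threshold, after the paper. Expression is given as TMM-normalised CPM, and logFC is log2 of siNRF2 against siNT or of E79K+ against WT. The median biological coefficient of variation between replicates was 7% in SW1463 and 5.12% in HCT116. DESeq2's Wald test was run beside edgeR. The MSigDB gene sets were not used here. In their place, 17 gene lists were tested with limma's camera on voom-transformed counts, with an FDR threshold of 0.1, after the paper. Of these lists, 1 holds genes drawn in Figure 5 and the others were written by hand from general knowledge, all before the data were examined. For each list, the median logFC is given relative to the median of all genes tested. The lists share genes with one another. Camera used a preset correlation of 0.01 between the genes of a list. With the correlation estimated instead, the calls that held were those of the NRF2 direct targets, the PERK-ATF4 arm, sterol synthesis and the Figure 5 genes in SW1463, and those of the PERK-ATF4 arm, antigen presentation and the Figure 5 genes in HCT116. Under fry, another set test of limma, the calls held except for arginine and proline metabolism in SW1463 and the ribosomal proteins in both models.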

To better understand the NRF2 signalling changes produced in the in vitro colorectal models, which in turn could explain the phenotypic changes in radiation responses, whole transcriptomic profiling RNA sequencing and gene set enrichment analysis (GSEA) were performed on the RNAi and isogenic mutant models. 

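NFE2L2, which encodes NRF2, lies on the minus strand of chromosome 2 from 177227595 to 177392697 (GRCh38, GENCODE 29, which may not be the annotation of the counts). The sense strand of the siRNA, GAAUGGUCCUAAAACACCA, matched the coding sequence of NFE2L2 in exon 5, the last of the 5 exons of its longest transcript, at 177231415 to 177231433. It matched 4 of the 5 protein-coding NFE2L2 transcripts and no protein-coding transcript of another gene. NFE2L2 expression was 94.8 ± 2.21 CPM (SD, n = 3) in siNT and 31.4 ± 1.42 CPM (SD, n = 3) in siNRF2. Its logFC was -1.59 (SE 0.069, FDR 5.97e-09 from edgeR's quasi-likelihood test), and it ranked first by unadjusted p among the genes tested in SW1463. Every siNRF2 library lay below every siNT library (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). With each library left out in turn, the logFC stayed between -1.63 and -1.56.

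NQO1, on chromosome 16 from 69706996 to 69726951, fell from 712 ± 38.6 CPM (SD, n = 3) to 387 ± 31.9 CPM (SD, n = 3), with a logFC of -0.88 (SE 0.077, FDR 4.95e-06 from edgeR's quasi-likelihood test). HMOX1, on chromosome 22 from 35380361 to 35394214, fell from 15.2 ± 0.362 CPM (SD, n = 3) to 10.4 ± 0.839 CPM (SD, n = 3), with a logFC of -0.55 (SE 0.10, FDR 0.00106 from the same test). Without siNRF2 replicate 1, the FDR of HMOX1 rose to 0.0107 at a logFC of -0.49. KEAP1 did not differ between the groups beyond the replicate spread (logFC 0.09, FDR 0.376). Of 37 genes listed as direct NRF2 targets, 33 were tested and 31 of these had a negative logFC. The median of the list was -0.30 relative to all genes (camera FDR 2.94e-09), and between -0.35 and -0.29 with each library left out. Estimating the correlation between genes moved this result most, to an FDR of 0.0856. By the edgeR test, 16 of the 33 genes were called over all genes and 20 adjusted over the list alone. Besides NQO1, the list's smallest FDR values were those of ABCC3 (logFC -0.90) and AKR1C3 (logFC -0.75), whose reads may be divided with its near-identical AKR1C paralogs.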

Using the NFE2L2.v2 signature from the molecular signatures database to verify that NRF2 signalling had been altered, the RNAi model showed significant negative enrichment for the NFE2L2 targets (ES-0.35; NES-1.66; *p* < 0.01). By contrast, the NRF2 E79K + mutant model showed significant enrichment for the NFE2L2 targets (ES 0.31; NES 1.36; *p* = 0.015) (Figure 2a,b). 

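In the isogenic model, NFE2L2 expression was 165 ± 5.12 CPM (SD, n = 3) in HCT116WT and 155 ± 8.75 CPM (SD, n = 3) in HCT116 E79K+, a logFC of -0.09 (SE 0.048, FDR 0.257 from edgeR's quasi-likelihood test). NQO1 was 417 ± 18.6 CPM (SD, n = 3) in wild type and 454 ± 15.3 CPM (SD, n = 3) in mutant cells. Its logFC of 0.12 (SE 0.048, FDR 0.119) was not past the threshold, although its unadjusted p in the edgeR test was under 0.05. A 95% confidence interval that is wider than this test implies ran from -0.01 to 0.26. Its lower limit below 0 is thus no sign that NQO1 stayed unchanged. HMOX1 was not past the threshold either (logFC -0.10, SE 0.067, FDR 0.408). Of the direct NRF2 targets, 32 were tested in HCT116, of which 18 had a positive and 14 a negative logFC. The list's median was 0.01 relative to all genes (camera FDR 0.256), and it was -0.01 without WT replicate 1 or without E79K+ replicate 2. Under fry, the FDR of the list was 0.0691. The edgeR test called 6 of these genes over all genes and 8 adjusted over the list alone. The smallest FDR values belonged to SLC7A11 (logFC 0.72, FDR 9.94e-08), TXNRD1 (logFC 0.35, FDR 0.000236) and EPHX1 (logFC -0.29, FDR 0.00186), and that of EPHX1 rose above 0.01 without WT replicate 1 (0.0108) or E79K+ replicate 1 (0.0146). SLC7A11 is also regulated by ATF4 and is a member of the PERK-ATF4 list. When the 2 changes were set against each other in one fit over all 12 libraries, the list was 0.39 higher in the E79K+ change than in the siNRF2 change (camera FDR 6.18e-08).

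**Figure D1:**
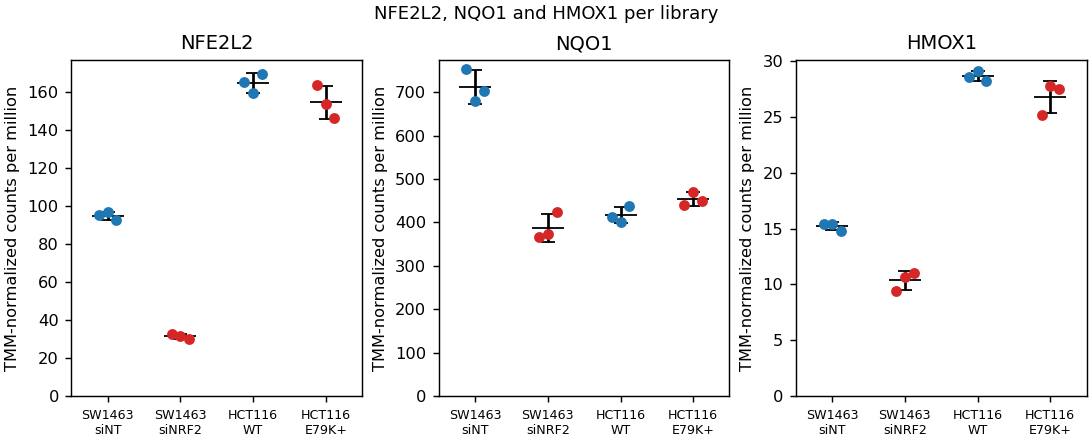
Expression of NFE2L2, NQO1 and HMOX1 in each of the 12 libraries, in TMM-normalised CPM. Points are libraries, with blue for siNT and WT and red for siNRF2 and E79K+, and bars are the mean ± SD (n = 3); the siNRF2 libraries lie below the siNT libraries for all 3 genes, whereas NFE2L2 libraries of HCT116WT and E79K+ overlap.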

Global analysis using the Hallmarks genesets highlighted the significant downregulation of metabolism in the NRF2 KD model and metabolic upregulation with NRF2 overactivation (Figure 2c,d). 

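The paper's text does not name the sets behind these changes. Of the sets of Figure 2c,d, 2 were taken here to stand for them. These were xenobiotic metabolism in the NRF2 KD model and the unfolded protein response in the NRF2 E79K+ model. Of 59 cytochrome P450 and conjugation enzymes, 26 were tested in SW1463 and 23 of these had a negative logFC after siNRF2, with a list median of -0.31 relative to all genes (camera FDR 8.42e-05), or of -0.19 without siNT replicate 1. Of these, 9 were called by edgeR over all genes and 13 adjusted over the list alone, among them CYP2B6 (logFC -1.04, FDR 3.72e-05) and CYP3A5 (logFC -0.98, FDR 5.32e-05). In HCT116 E79K+, the median of this list was -0.06 (camera FDR 0.0952, with 3 of 22 genes called over all genes and 3 adjusted over the list alone). That call was lost in 5 of the 6 fits that left out a library, with a median of -0.01 and an FDR of 0.291 without WT replicate 3.

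The unfolded protein response was split into 2 lists. In the list of the PERK-ATF4 arm, 26 of the 27 genes tested in HCT116 E79K+ had a positive logFC, with a median of 0.43 relative to all genes (camera FDR 1.29e-26). The edgeR test called 19 of them over all genes and 21 adjusted over the list alone, including TRIB3 (logFC 0.95, FDR 6.07e-08). After siNRF2 in SW1463, all 29 genes tested had a negative logFC, with a median of -0.41 (camera FDR 6.53e-13) and with 20 called over all genes and 22 adjusted over the list alone. The list holds 16 of the genes legible in Figure 3b. In the list of the ATF6-XBP1 chaperone arm, 18 of 22 genes had a negative logFC in HCT116 E79K+, with a median of -0.09 (camera FDR 0.00133). However, the edgeR test called 1 of them, PDIA4, over all genes and 1 adjusted over the list alone. The call of PDIA4 was lost in 4 of the 6 fits that left out a library (FDR up to 0.0337). It was also lost in one fit over all 12 libraries (FDR 0.0147). In SW1463, the chaperone list had a median of 0.11 (camera FDR 0.198), or of 0.09 without siNT replicate 1, where it passed the threshold (FDR 0.0672), and of 0.06 without siNT replicate 3. There, 2 genes were called over all genes and 2 adjusted over the list alone, CALR (logFC 0.37) upwards and XBP1 (logFC -0.62) downwards.

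Camera also called lists in splits of the libraries that mix the groups. Across the other 9 splits of the 6 libraries into 3 and 3, it called between 7 and 12 of the 17 lists in SW1463, against 13 for the real groups. In HCT116 it called between 4 and 11, against 12. Each of these splits keeps part of the difference between the groups. Each side holds 2 libraries of one group and 1 of the other. This does not account for all of the calls, as the ribosomal proteins show. Their FDR lay between 5.0e-30 and 0.632 in the other splits of SW1463, against 1.1e-07 for the real groups. In HCT116 it lay between 2.18e-44 and 0.175, against 4.63e-08. The camera FDR values with the preset correlation are therefore likely too small. For 11 of the 13 lists called in SW1463 and 9 of the 12 called in HCT116, the real split gave a median further from that of all genes than any other split. Taking only lists called for the real split favours this.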

Further phenotypic exploration undertaken using the Kyoto Encyclopaedia of Genes and Genomes (KEGG) pathways and REACTOME pathways also showed significant changes in metabolic processes, in particular, pathways involved in amino acid synthesis and protein metabolism (Figure 2c,d, Supplementary Tables S1 and S2).

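The lists nearest to the KEGG pathways of Figure 2e,f were tested in both models. The serine, glycine and one-carbon metabolism list fell in SW1463 after siNRF2, with a median of -0.32 relative to all genes (camera FDR 0.000372) and 18 of 23 genes below 0. The edgeR test called 12 of the 23 genes over all genes and 14 adjusted over the list alone. The list rose in HCT116 E79K+, with a median of 0.16 (camera FDR 2.23e-06) and 20 of 24 genes above 0, of which 5 were called over all genes and 8 adjusted over the list alone. Arginine and proline metabolism had medians of -0.07 in SW1463 (camera FDR 0.0528) and 0.06 in HCT116 (camera FDR 0.0385). In SW1463, 8 of its 30 tested genes were called over all genes and 10 adjusted over the list alone, and in HCT116 4 of 31 and 8 adjusted over the list alone. The SW1463 call was lost without siNRF2 replicate 1 (median -0.04, FDR 0.111), and the HCT116 call without WT replicate 2 (FDR 0.121) or E79K+ replicate 2 (median 0.03, FDR 0.325). For this list, 3 other splits of the SW1463 libraries and 1 other split of the HCT116 libraries moved the median as far as the real groups did.

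The 20 cytosolic aminoacyl-tRNA synthetases, which charge tRNAs with amino acids, had a median of -0.24 in SW1463 (camera FDR 2.94e-05) and of 0.22 in HCT116 (camera FDR 5.62e-11). In SW1463, 17 were below 0, and the edgeR test called 10 over all genes and 11 adjusted over the list alone. In HCT116, 16 were above 0, and it called 11 over all genes and 13 adjusted over the list alone. The 17 mitochondrial synthetases moved by less, with medians of -0.01 in both models (camera FDR 0.612 and 0.628), and the direction in SW1463 reversed without siNT replicate 1 or siNRF2 replicate 1. Of these, 2 were called over all genes and 2 adjusted over the list alone in SW1463, against 1 and 1 in HCT116. Of 79 cytosolic ribosomal protein genes, whose counts can be shared with processed pseudogenes, 77 were below 0 in SW1463, with a median of -0.20 (camera FDR 1.1e-07), and 73 were above 0 in HCT116, with a median of 0.08 (camera FDR 4.63e-08). In SW1463, 7 of them were called over all genes, of which 2 rose and 5 fell, and 1 adjusted over the list alone, RPS26 (logFC 0.46), against the direction of the list. In HCT116, 1 was called over all genes and 1 adjusted over the list alone. The median was -0.09 without siNT replicate 1 and 0.13 without WT replicate 3. In each model, 1 other split of the libraries moved the ribosomal list as far as the real groups did.

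DNA replication genes rose in SW1463 after siNRF2, with a median of 0.39 (camera FDR 5.69e-11) and 31 of 35 genes above 0. Of these, 27 were called over all genes and 27 adjusted over the list alone, among them FEN1 (logFC 0.93), MCM5 (logFC 0.81) and MCM2 (logFC 0.72). In HCT116 E79K+, the same list had a median of 0.03 (camera FDR 0.242), and no gene called over all genes or adjusted over the list alone (11 genes had an unadjusted p under 0.05). The median was -0.00 without E79K+ replicate 1, and without E79K+ replicate 3 it was 0.06 and the list passed the threshold (FDR 0.0704). The pentose phosphate pathway fell in SW1463 (median -0.19, camera FDR 0.00226), where 8 of 20 genes were called over all genes and 10 adjusted over the list alone. Its median was 0.01 in HCT116 (camera FDR 0.928) and -0.01 without WT replicate 2 or E79K+ replicate 2. There, 1 gene, ALDOC, was called over all genes and 1 adjusted over the list alone. Antigen presentation genes fell in HCT116 E79K+, with a median of -0.24 (camera FDR 2.63e-09), 7 of 24 called over all genes and 13 adjusted over the list alone. They also fell in SW1463, with a median of -0.19 (camera FDR 0.0463), with 6 of 21 called over all genes and 6 adjusted over the list alone, although without siNT replicate 1 the median was -0.10 (FDR 0.106).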

The enriched, opposing effects on amino acid metabolism was of particular interest and prompted further investigation as a potential mechanism. 

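ASNS lies on the minus strand of chromosome 7 from 97852118 to 97872542 (GRCh38). In SW1463, its expression was 685 ± 25.6 CPM (SD, n = 3) in siNT and 350 ± 24.6 CPM (SD, n = 3) in siNRF2. The logFC was -0.97 (SE 0.073, FDR 1.27e-06 from edgeR's quasi-likelihood test), and ASNS ranked 18 by FDR among the genes tested in this model. In HCT116, its expression was 160 ± 6.16 CPM (SD, n = 3) in wild type and 440 ± 14.0 CPM (SD, n = 3) in E79K+ cells. The logFC was 1.46 (SE 0.047, FDR 5.22e-11 from the same test), which ranked 5. With each library left out in turn, the logFC stayed between -1.02 and -0.94 in SW1463 and between 1.44 and 1.49 in HCT116, with an FDR of at most 5.17e-05 and 7.91e-09. In both models, no library of one group overlapped the other group (two-sided exact permutation test, p = 0.1 in each).

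**Figure D2:**
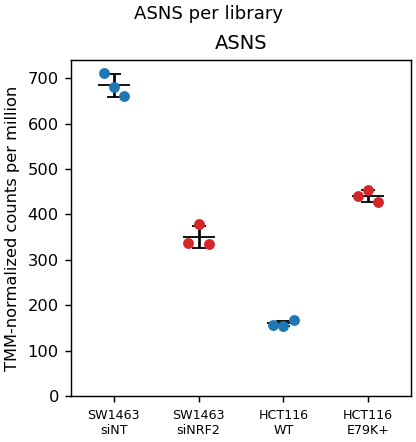
Expression of ASNS in each of the 12 libraries, in TMM-normalised CPM. Points are libraries, with blue for siNT and WT and red for siNRF2 and E79K+, and bars are the mean ± SD (n = 3); the mean goes from 685 to 350 in SW1463 and from 160 to 440 in HCT116.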

One striking overlap of the volcano plots and the top 20 DE genes under both conditions was the presence of asparagine synthetase (ASNS), a significantly downregulated target in the knockdown model (logFC-0.96, FDR 5.66 × 10–34) and a significantly upregulated target in the NRF2 mutant model (logFC 1.46, FDR 2.72 × 10–170). ASNS encodes an enzyme which catalyses the conversion of aspartate and glutamine, to asparagine and glutamate, respectively, in an ATP-dependent reaction. Recent data also suggest that ASNS acts in conjunction with mTOR signalling to promote protein and nucleotide synthesis and cell proliferation [29]. GSEA analysis using the MSigDB C6 Oncogenic signatures set confirmed mTOR expression was shared and highly enriched in both models, with negative enrichment following NRF2 KD (NES-1.77, FDR *p* value = 0.036) and positive enrichment in NRF2 E79K + MUT cells (NES 1.97, FDR *p* value = 0.006) (Supplementary Figure S2a,b; Supplementary Tables S3 and S4).

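The C6 oncogenic signatures, which hold genes that respond to mTOR, were not used here. MTOR itself was not past the threshold, with 86.5 ± 10.6 CPM (SD, n = 3) in siNT and 100 ± 1.72 CPM (SD, n = 3) in siNRF2 (logFC 0.21, SE 0.081, FDR 0.0593 from edgeR's quasi-likelihood test). Without siNT replicate 1, its logFC was 0.11. In HCT116, it was 155 ± 10.2 CPM (SD, n = 3) in wild type and 156 ± 8.84 CPM (SD, n = 3) in E79K+ cells (logFC 0.00, SE 0.055, FDR 0.988), with a sign that depended on the normalisation. The 27 components of the mTOR pathway had a median of 0.10 relative to all genes in SW1463 (camera FDR 0.409) and of 0.04 in HCT116 (camera FDR 0.174), or of 0.05 without siNRF2 replicate 1 and 0.02 without E79K+ replicate 2. Under fry, the FDR of this list was 0.00295 in SW1463 and 0.0129 in HCT116. Its members moved both ways. In SW1463, 9 of 27 were called over all genes and 10 adjusted over the list alone, including SESN3 and EIF4G1 (logFC 0.65) upwards and EIF4EBP1 downwards. In HCT116, 5 were called over all genes and 5 adjusted over the list alone, including SESN2 (logFC 0.55) and EIF4EBP1 upwards and SESN3 downwards.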

To understand which genes were mediating these changes, all significantly (FDR < 0.01) differentially expressed genes from the NRF2 KD and NRF2 E79K MUT models were examined for overlap. 

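In SW1463, 2674 of 14051 genes were past an FDR of 0.01 after siNRF2, of which 1342 rose and 1332 fell. In HCT116 E79K+, 683 of 13800 were past it, of which 276 rose and 407 fell. The numbers in HCT116 depended on the test and the filter, with 453 genes raised by edgeR's likelihood ratio test, 441 raised by its exact test and 641 lowered without a filter. An unadjusted p under 0.05 was reached by 6321 and 3523 genes. The 2 sets of 3 libraries did not overlap for 2673 of the 2674 genes called in SW1463 and for 682 of the 683 called in HCT116. Over all genes tested, they did not overlap for 48.4% in SW1463 and 29.3% in HCT116, where chance gives 10%. Most changes were small, with a median absolute logFC of 0.47 among the genes called in SW1463 and 0.40 in HCT116, and 865 and 207 of them changed at least 1.5-fold. DESeq2's Wald test called 2677 and 701 genes, and 2451 and 613 were called by both tools. Of the alternatives tried, an FDR under 0.05 raised the number in SW1463 most, to 4842, and in HCT116 to 1541. Leaving out a library gave between 1223 (without siNRF2 replicate 1) and 3030 genes (without siNT replicate 1) in SW1463. In HCT116, it gave between 377 (without E79K+ replicate 1) and 746 (without E79K+ replicate 3).

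Among the genes called in SW1463 whose groups did not overlap and whose mean reached 1 CPM in one group, the largest rises were those of SNORD119, C1QTNF2 and CHRNA1. SNORD119 is a small nucleolar RNA gene with a logFC of 3.58 (FDR 0.000129), for which poly(A) libraries are a poor measure. C1QTNF2 was at the floor of 3 counts in all siNT libraries and at least 7.08-fold higher after siNRF2. CHRNA1 had a logFC of 2.83 (FDR 3.22e-07). The largest falls were those of CEACAM6 (logFC -2.86, FDR 8.41e-05), CEACAM5 (logFC -2.35, FDR 0.000767), its close paralog, and BCO1 (logFC -2.30, FDR 0.00285), whose FDR rose to 0.0104 without siNT replicate 3, 0.0181 without siNRF2 replicate 1 and 0.0156 without siNRF2 replicate 3. With a library left out, the logFC of BCO1 ran from -3.35 to -1.84 and that of SNORD119 from 2.93 to 4.58. In HCT116 E79K+, KRT10 rose from 32.3 ± 3.11 to 450 ± 7.31 CPM (SD, n = 3 each; logFC 3.80, FDR 1.75e-14 from edgeR's quasi-likelihood test), followed by KRT20 (logFC 2.86) and KRTAP3-1 (logFC 2.59). EYA4 fell most (logFC -5.53, FDR 6.72e-09), from 8.09 to 0.169 CPM. It was followed by FLRT3, which was at least 8.87-fold lower and at the floor of 3 counts in all E79K+ libraries. Next came EPS8L3 (logFC -3.61, and from -5.15 to -3.05 with a library left out).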

A total of 216 genes were shared, of which 141 had opposing logFC changes (Supplementary Tables S5 and S6) and demonstrated opposing enrichments for metabolic processes (Figure 3). 

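The shared genes were taken as those past an FDR of 0.01 in both edgeR and DESeq2 in both models. Among the 12736 genes tested in both models, 2268 met this in SW1463 and 548 in HCT116, and 186 met it in both. Independent calls would give 97.6 (p = 1.21e-20, exact hypergeometric test across genes, which are not independent replicates). Of the 186 genes, 124 (66.7%) changed in opposing directions, with 75 lower after siNRF2 and higher in E79K+ and 49 the other way. The other 62 changed in one direction in both models, 26 upwards and 36 downwards. Leaving out a library gave between 105 shared genes (without siNRF2 replicate 1, with 76 opposing) and 188. With edgeR alone, 215 genes were shared and 144 of them opposed. A minimum of 1.5-fold lowered the numbers most, to 25 shared and 18 opposing genes. The difference between the 2 changes was tested over all 12 libraries. All 124 opposing genes were past an FDR of 0.01, as were 9 of the 62 others. The result for the 124 follows largely from their choice, as they were past the threshold in both models with opposing signs. Across all genes tested in both models, the 2 sets of logFC values were nearly unrelated (Pearson's r -0.06, across genes, which are not independent replicates). Of 132 gene symbols that could be read surely in the heatmaps of Figure 3b, 130 had opposing signs here and 108 were among the 124. The knockdown libraries rest on a single siRNA and the E79K+ libraries on a single mutant line. Of 1156 genes lowered by siNRF2 whose 3′ UTR is annotated, 167 carry a match to its seed there (14.4%, against 10.9% of all genes with an annotated 3′ UTR).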

Functional relationship analysis of these genes using the STRING database [30] revealed a highly significant interaction network, with ASNS at the hub (Supplementary Figure S3). The number of interacting nodes was 117, higher than the predicted number of 35 for a set of 141 genes, with a protein–protein interaction enrichment *p*-value < 1 × 10–16. The top biological process (GO) enrichments were GO: 0006521 ‘cellular amino acid metabolic process’ (19/308; FDR *p*-value 7.83 × 10–9) and GO: 0006418 ‘tRNA aminoacylation of protein translation’ (9/48; FDR *p*-value 4.4 × 10–7). The interaction network highlighted three key metabolic domains—amino acid metabolism and transport, tRNA acetylation and mTOR signalling—which correspond to the interactions seen in the KEGG GSEA analysis (Figure 3c).

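The share of each of these domains in the 124 genes with opposing changes was counted from the lists. They held 9 of the 20 cytosolic aminoacyl-tRNA synthetases, 5 of 26 amino acid transporters, 5 of 28 genes of serine, glycine and one-carbon metabolism, 2 of 36 genes of arginine and proline metabolism and 4 of 27 mTOR pathway components. No mitochondrial synthetase and no ribosomal protein gene was among them. Among the synthetases, CARS (logFC -0.50), SARS (logFC -0.52) and MARS (logFC -0.43) had the smallest FDR values in SW1463, and GARS (logFC 0.61), WARS (logFC 0.50) and SARS (logFC 0.49) in HCT116. The transporter list rose in HCT116 E79K+, with a median of 0.21 relative to all genes (camera FDR 5.96e-05), where 12 of 24 genes were called over all genes and 13 adjusted over the list alone. SLC1A3 (logFC 0.72) and SLC3A2 (logFC 0.47) were among them. In SW1463 its members went both ways, with a median of 0.04 (camera FDR 0.663) that was -0.08 without siNT replicate 1. There, 10 of 23 were called over all genes and 11 adjusted over the list alone, with SLC36A1 (logFC 1.09) upwards and SLC1A4 (logFC -0.79) downwards. From the shared genes with opposing changes, the paper reports a conserved group of metabolic genes regulated with NRF2 signalling. It reports a network of these genes with ASNS at the hub. It proposes that NRF2 has control over a programme of amino acid metabolism. It relates the domains of this network to the pathways of its KEGG analysis.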

### 3.3. NRF2 Signalling Associated with Worse Response to Radiotherapy In Vivo

To explore the role of NRF2 signalling in clinical radioresistance, mRNA profiling of a cohort of pre-treatment rectal biopsies specimens was undertaken. NRF2 signalling was derived using a previously validated NRF2 36 gene colorectal mRNA signature (Supplementary Table S7). A total of 127 patients were included with characteristics summarised in Table 1.

Radiation response in patients can be measured in several ways. One of the most common is pathological response, which can be easily binarized into complete (no visible tumour remaining) and incomplete (any visible tumour remaining). A more novel approach is the neoadjuvant rectal (NAR) score [31], which is calculated from clinical variables of tumour (T) and nodal (N) stage. It captures how much a tumour has regressed and whether viable tumour deposits remain in lymph nodes following radiation treatment. NAR is a validated surrogate of the true clinically relevant endpoint of disease-free survival (DFS) and overall survival (OS) [31,32] and is the primary endpoint in the ongoing NRG-GI002 platform phase II trial (NCT02921256).

Preoperative mean NRF2 expression was significantly higher in those with an incomplete response to radiation (Wilcoxon rank sum, *p* = 0.027) (Figure 4a). The rate of complete response is highest among patients in the lowest tertile of NRF2 expression and lowest in those in the highest tertile (Figure 4b). 

Higher NRF2 signalling was also associated with higher NAR (Figure 4c). In the ordinal regression model, this relationship was statistically significant with an odds ratio of 1.34 (95% C.I. 1.01–1.80, LRT *p*-value = 0.023). After adjusting for the effect of clinical N stage, higher NRF2 signature expression corresponded to higher NAR scores (OR = 1.35, 95% C.I. 1.00–1.81, LRT *p*-value = 0.0403). In clinical terms, the model demonstrates that for patients with high NRF2 activation, as measured by the chosen RNA-based signature, the odds of a high NAR score—a poor response—at the end of neoadjuvant therapy were much increased.

## 4. Discussion

Here, we present the first demonstration that aberrant NRF2 signalling is an important determinant of radiation-induced cell death in colorectal cancer cells. Although previous work has established that the upregulation of NRF2 signalling acts as a mediator of radioresistance in some cancer types [8,11], its effect in CRC had been overlooked and its role underinvestigated. The cell lines SW1463 and HT55, which are known to be radioresistant [28], had higher levels of NRF2 signalling and were significantly sensitised by NRF2 inhibition in a reproducible fashion. Inhibition had no effect on radiosensitive cell lines. However, it was possible to induce radioresistance in the sensitive HCT116 cell line by CRISPR Cas9 constitutive activation of the NRF2 pathway. Previous work has also suggested that increased NRF2 leads to chemoresistance [33,34,35], confirmed by our colorectal drug sensitivity screen. Taken together, these data provide proof of concept that NRF2 may have a role to play in mediating therapeutic resistance in vivo. The idea that baseline, constitutive activation could play a key role in radiation response was explored in a large rectal cancer biopsy cohort. Using a validated RNA-based signature of NRF2 signalling, we further demonstrate that higher baseline levels of NRF2 signalling contribute to a radioresistant phenotype in rectal cancer patients treated with neoadjuvant chemoradiotherapy. These results highlight the real-world clinical relevance of NRF2 in the therapeutic resistance of colorectal cancer.

From a mechanistic perspective, these data and the other recent literature [13,36], suggest that NRF2 exerts regulatory control over a complex amino acid metabolic biogenesis program, possibly through co-ordination with mTOR, to increase therapeutic resistance. At a basic level, ionising radiation produces reactive oxygen species which damage DNA. To repair this damage, cells require adequate amounts of raw materials—nucleotides. ‘Switching off’ NRF2 shuts down key metabolic pathways leading to an inability to synthesise nucleotides and proteins necessary to repair cellular damage, plausibly resulting in more effective cell kill from radiation. A permanently ‘switched on’ NRF2 signalling cascade produces the opposite effect (Figure 5). 

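Figure 5 draws 12 genes as upregulated with NRF2, and SESN3 as changing the other way. In SW1463, all 12 fell after siNRF2, with logFC values from -1.06 for PHGDH to -0.35 for SLC1A5, and all were past an FDR of 0.01 in edgeR's quasi-likelihood test. In HCT116 E79K+, all 12 rose, from 0.21 for SHMT2 to 1.46 for ASNS, and 11 were called over all genes and 12 adjusted over the list alone. This list was drawn by the paper from these same libraries, so its direction here is not independent of the paper. ASS1 was just short of the threshold in HCT116 (logFC 0.27, SE 0.061, FDR 0.0103), and it passed under DESeq2's Wald test (FDR 0.00714). The smallest changes depended on single libraries and on the fit. In HCT116, the FDR of SHMT2 rose above 0.01 in 5 of the 6 fits that left out a library, to at most 0.0471. It was 0.0127 with the replicate number as a block and 0.0517 in one fit over all 12 libraries. With the block, the FDR of SLC1A5 in SW1463 was 0.0112. In SW1463, that of SLC1A5 rose to 0.0166 without siNRF2 replicate 1 and to 0.0127 without siNRF2 replicate 2, and that of GPT2 to 0.0122 without siNRF2 replicate 1. In HCT116, that of SLC1A5 rose to 0.0107 without E79K+ replicate 1. PSPH, which has an unprocessed pseudogene (PSPHP1) that could take part of its reads, had an FDR of 0.00362 in HCT116, of 0.0228 without WT replicate 1 and of 0.0107 without E79K+ replicate 2. SESN3 rose from 56.8 ± 4.22 to 171 ± 2.14 CPM (SD, n = 3 each) after siNRF2, with a logFC of 1.59 (SE 0.069, FDR 5.97e-09). It fell from 9.68 ± 0.584 to 6.38 ± 0.127 CPM (SD, n = 3 each) in HCT116 E79K+, with a logFC of -0.60 (SE 0.10, FDR 0.00158 from edgeR's quasi-likelihood test), and its FDR was 0.0126 without WT replicate 2 and 0.0115 without E79K+ replicate 1.

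**Figure D3:**
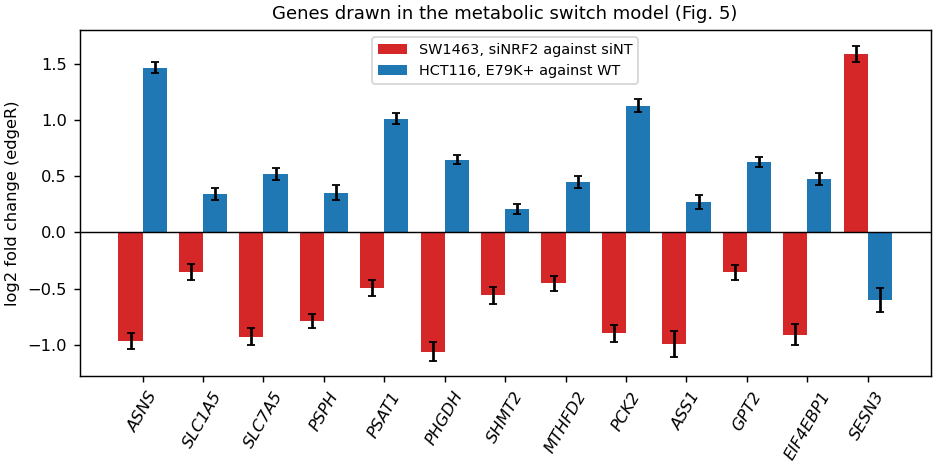
LogFC of ASNS, the other genes drawn as upregulated with NRF2 and SESN3, for siNRF2 against siNT in SW1463 (red) and E79K+ against WT in HCT116 (blue). Bars are the edgeR estimates and error bars their standard errors (n = 3 against 3); the 12 genes lie below 0 in SW1463 and above 0 in HCT116, and SESN3 the other way.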

ASNS may be the main mechanism by which the metabolic effect of NRF2 is transduced within the cell, but its role requires further elucidation, which is ongoing within our group.

The inherent novelty of the work herein implies that more elaboration is required before being translated into a clinical setting. As a canonical pathway, which functions as a transcription regulator, it is a possible therapeutic target, with some success already seen in directly inhibiting NRF2 [6,34]. Off target effects are a concern, however, with difficulties targeting NRF2 with direct, specific inhibitors [37]. More recent data have suggested that in order to be active and promote transcription, NRF2 must be de-glycated by Fructosamine-3-kinase (FN3K)—a protein kinase [38]. Sanghvi et al. suggest this may present an opportunity for therapeutic intervention. Another elegant solution may come from exploiting the metabolic shift seen in NRF2 over expressing cancers. A metabolic requirement for glutaminolysis in KEAP1-NRF2-mutant lung adenocarcinoma has been observed, and treatment with two glutaminase inhibitors greatly reduced growth potential [9]. CB839, a glutaminase inhibitor, is currently being used in two phase I/II trials in CRC (NCT03263429; NCT02861300). Interestingly, the former requires KRAS WT patients, while the latter mandates PIK3CA mutant patients. It has been suggested that NRF2 pathway overexpression is a mechanism of acquired tolerance in the PI3K-RAS mutant cancers [27,39] so one may expect the latter study to be enriched for high NRF2 expression and thus more likely to show benefit. Other attractive future strategies could include using an NRF2 biomarker, histological [40] or transcriptomic [25], for enriching studies of metabolic interventions.

## 5. Conclusions

CRC can now be counted among the increasing number of tumours in which NRF2 is a relevant signalling pathway for therapeutic resistance. As its role in metabolic regulation is increasingly understood, translational efforts to exploit the dependency for therapeutic advantage should be encouraged.

## Figures and Tables

**Figure 1:**
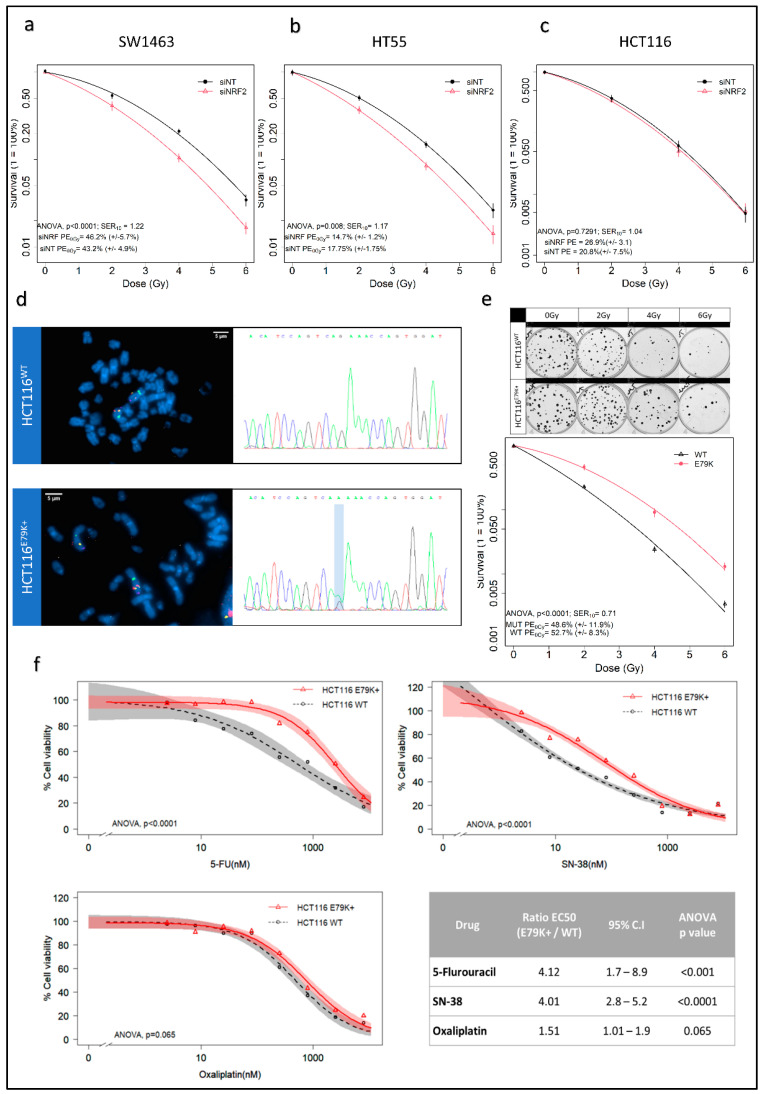
NRF2 knockdown increases radiosensitivity in resistant cell lines and introduction of NRF2 mutation induces radioresistance in sensitive cells. (**a**–**c**) Cell survival curves demonstrating significant radiosensitisation in SW1463 and HT55, but not HCT116; (**d**) FISH analysis of NFE2L2 locus and Sanger sequencing of CRISPR HCT116 isogenic cell lines confirming diploid status of NFE2L2 and point mutation (G > A) at position 235; (**e**) clonogenic assay and resultant cell survival curve demonstrating increased radioresistance in E79K+ mutant cell line relative to wild type; (**f**) MTS cell viability assays with common colorectal chemotherapeutics—5-Flurouracil, Irinotecan, Oxaliplatin—demonstrating increased resistance to both 5-Flurouracil and Irinotecan.

**Figure 2:**
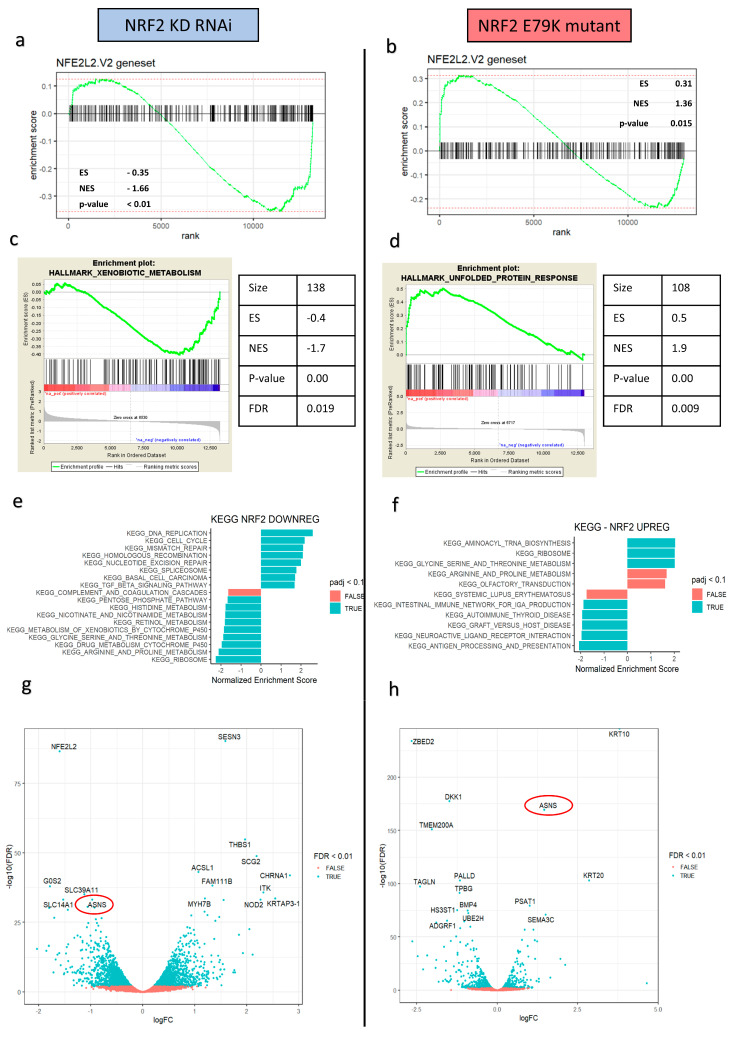
Downregulation and upregulation of NRF2 signalling result in opposing effects on tumour metabolism, particularly amino acid and protein metabolism. (**a**) GSEA enrichment plot for NFE2L2 targets in the ranked logFC of genes in the siRNA SW1463 model showing significant downregulation of NRF2 signalling; (**b**) GSEA enrichment plot for NFE2L2 targets in the ranked logFC of genes in the HCT116 E79K+ model showing significant upregulation of NRF2 signalling; (**c**,**d**) GSEA enrichment plots the most significant Hallmark gene signatures, highlighting an opposing effect on metabolism; (**e**,**f**) KEGG pathway analysis supports the significant opposing effects, with a particular focus on amino acid and protein metabolism; (**g**,**h**) volcano plots highlighting the significant opposing changes in asparagine synthetase (ASNS) expression.

**Figure 3:**
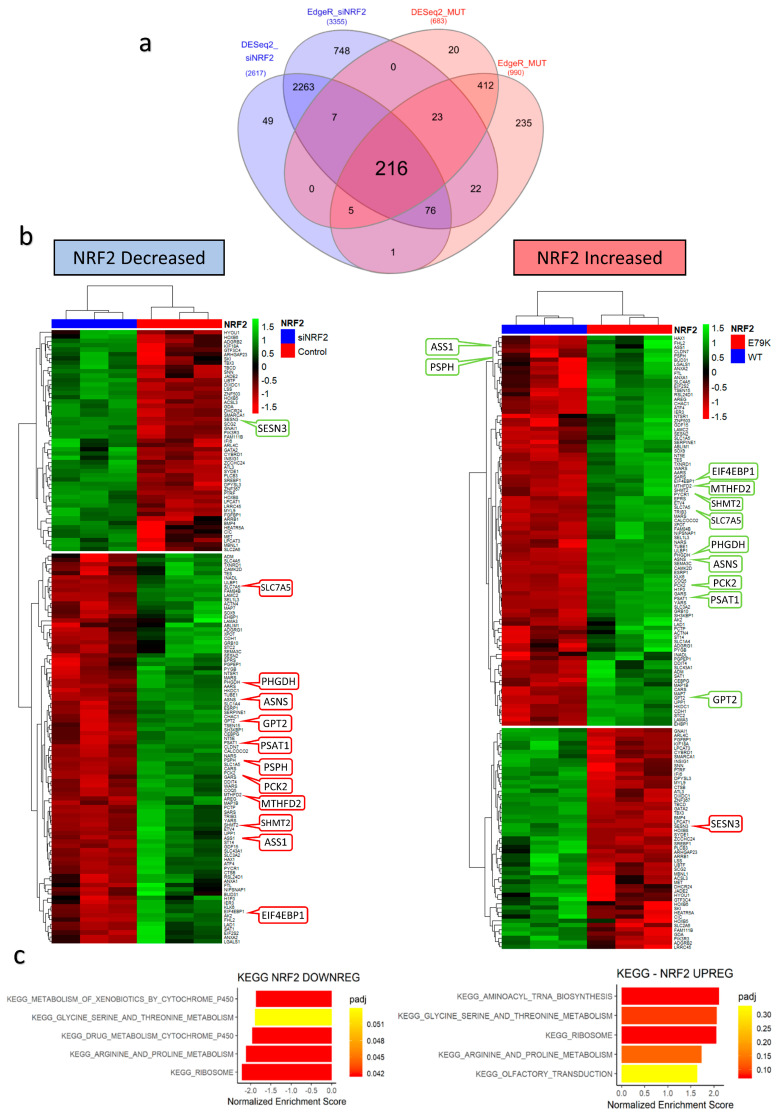
Changes in NRF2 signalling alternatively regulates a conserved group of genes responsible for metabolic processes. (**a**) Venn diagram showing the shared group of genes in different states of NRF2 activation; (**b**) heatmaps of relative change in expression (z-score) of shared genes, with key metabolic genes highlighted; (**c**) GSEA KEGG pathway analysis of conserved group of shared genes demonstrating significant enrichment for amino acid and protein metabolism.

**Figure 4:**
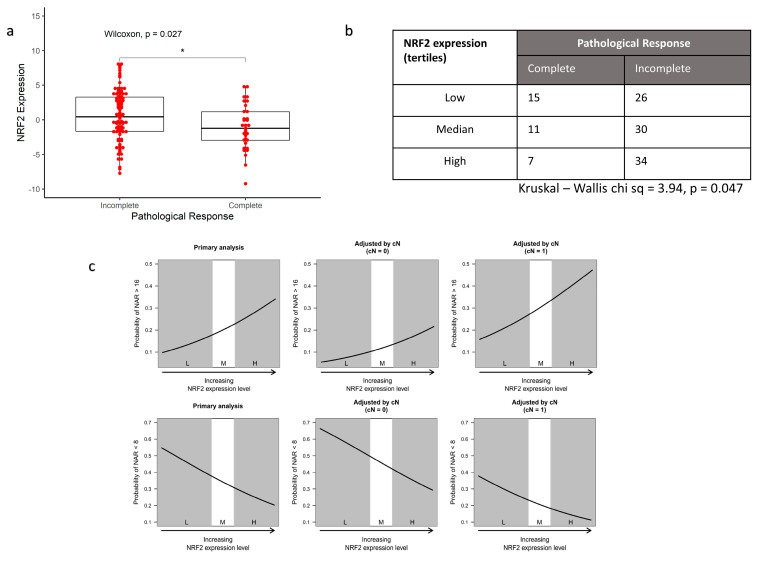
High NRF2 expression in baseline biopsies is associated with worse tumour response in patients (N = 123). (**a**) Boxplot comparing mean NRF2 signature expression between patients who achieve a complete pathological response and those who have residual disease following radiation; (**b**) count table showing a significantly higher proportion of patients with the highest tertile of NRF2 signature expression have a worse response to radiation; (**c**) ordinal logistic regression plots for NRF2 expression predicting NAR score. Upper row: Probability of an NAR > 16. As NRF2 expression increases, the odds of a high NAR score increase. The effects of including clinical nodal stage from the MRI on the model are also shown. Clinical nodal stage is the only clinical factor that is not part of the NAR score. Node positivity at baseline and high expression of NRF2 signature has much greater odds of a high NAR score. Lower row: Probability of NAR < 8. As NRF2 expression increases, the odds of low NAR score decrease. Adjustments for cN stage are also shown. (L, M, H are tertiles of NRF2 signature expression where L = lowest/bottom tertile; M = median tertile; H = highest tertile) (* signifies *p* < 0.05).

**Figure 5:**
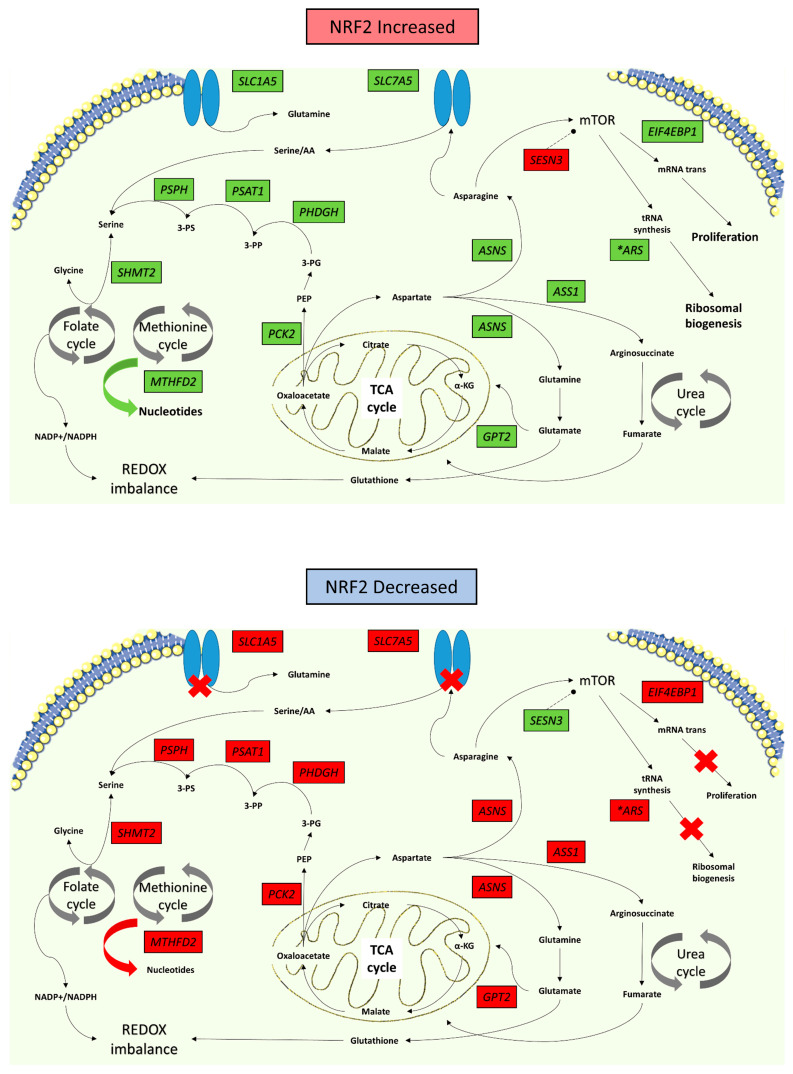
Metabolic ‘switch’ model in response to changes in NRF2. Upregulation of NRF2 facilitates an anabolic process of nucleotide production, mTOR signalling which increases cell proliferation and ribosomal biogenesis. It also impairs the cell’s ability to maintain redox homeostasis. Downregulation of NRF2 produces the reverse effect, abrogating many essential cell mechanisms required for cell survival, crucial to survival following radiation induced damage. The cell circuit diagram summarises the changes produced by the relative change in gene expression (green = upregulated; red = downregulated).

**Table 1:** Rectal cohort characteristics (N = 127).

		N	%
Gender	Male	77	61
	Female	50	39
cT stage	1	1	<1
	2	21	17
	3	100	79
	4	5	4
cN	0	63	50
	1	51	40
	2	13	10
ypT	0	33	26
	1	16	13
	2	33	26
	3	45	35
ypN	0	101	80
	1	21	16
	2	5	4
NAR tertiles	Low (0–8)	44	34
	Intermediate (8–16)	56	44
	High (>16)	27	21
Pathological Response *	Complete	33	27
	Incomplete	90	73

* Four patients not formally graded for pathological response.

## Data Availability

Data is contained within the article and supplementary material. RNA sequencing data have been deposited into the Gene Expression Omnibus under accession number GSE136011.

## Supplementary Materials

The supplementary materials are available online at https://www.mdpi.com/article/10.3390/antiox10091380/s1. Figure S1: Additional experimental data including technical replicates, Figure S2: GSEA enrichment plots of significant opposing changes in mTOR sig-nalling, Figure S3: STRING interaction network highlights ASNS at the centre of the reg-ulatory hub, Table S1. NRF2 E79K+ mutant GSEA REACTOME analysis. All significant results (FDR < 0.05) are included. This analysis supports a metabolic upregulation following NRF2 pathway activation, Table S2. NRF2 knockdown GSEA REACTOME analysis. All significant results (FDR < 0.05) are included. This analysis supports a downregulation amino acid and protein metabolism following NRF2 pathway silencing, Table S3. NRF2 E79K+ mutant GSEA Oncogenic signature analysis, Table S4. NRF2 knockdown mutant GSEA Oncogenic signature analysis, Table S5. List of gene names for the 216 overlapping genes from the RNAseq analysis, Table S6. List of 141 gene names that were shared but were differentially expressed in opposing directions, Table S7. List of the 36 genes that constitute the NRF2 expression signature.

## References

[1] Fokas E., Ströbel P., Fietkau R., Ghadimi M., Liersch T., Grabenbauer G.G., Hartmann A., Kaufmann M., Sauer R., Graeven U. (2017). Tumor Regression Grading After Preoperative Chemoradiotherapy as a Prognostic Factor and Individual-Level Surrogate for Disease-Free Survival in Rectal Cancer. JNCI J. Natl. Cancer Inst..

[2] Yoo N.J., Kim H.R., Kim Y.R., An C.H., Lee S.H. (2012). Somatic Mutations of the KEAP1 Gene in Common Solid Cancers. Histopathology.

[3] Hanada N., Takahata T., Zhou Q., Ye X., Sun R., Itoh J., Ishiguro A., Kijima H., Mimura J., Itoh K. (2012). Methylation of the KEAP1 Gene Promoter Region in Human Colorectal Cancer. BMC Cancer.

[4] DeNicola G.M., Karreth F.A., Humpton T.J., Gopinathan A., Wei C., Frese K., Mangal D., Yu K.H., Yeo C.J., Calhoun E.S. (2011). Oncogene-Induced Nrf2 Transcription Promotes ROS Detoxification and Tumorigenesis. Nature.

[5] Sporn M.B., Liby K.T. (2012). NRF2 and Cancer: The Good, the Bad and the Importance of Context. Nat. Rev. Cancer.

[6] Jaramillo M.C., Zhang D.D. (2013). The Emerging Role of the Nrf2–Keap1 Signaling Pathway in Cancer. Genes Dev..

[7] Rojo de la Vega M., Chapman E., Zhang D.D. (2018). NRF2 and the Hallmarks of Cancer. Cancer Cell.

[8] Singh A., Bodas M., Wakabayashi N., Bunz F., Biswal S. (2010). Gain of Nrf2 Function in Non-Small-Cell Lung Cancer Cells Confers Radioresistance. Antioxid. Redox Signal..

[9] Romero R., Sayin V.I., Davidson S.M., Bauer M.R., Singh S.X., LeBoeuf S.E., Karakousi T.R., Ellis D.C., Bhutkar A., Sánchez-Rivera F.J. (2017). *Keap1* Loss Promotes *Kras*-Driven Lung Cancer and Results in Dependence on Glutaminolysis. Nat. Med..

[10] Wang T., Hu P., Li B., Zhang J.-P., Cheng Y.-F., Liang Y.-M. (2017). Role of Nrf2 Signaling Pathway in the Radiation Tolerance of Patients with Head and Neck Squamous Cell Carcinoma: An in Vivo and in Vitro Study. OncoTargets Ther..

[11] Namani A., Rahaman M.M., Chen M., Tang X. (2018). Gene-Expression Signature Regulated by the KEAP1-NRF2-CUL3 Axis Is Associated with a Poor Prognosis in Head and Neck Squamous Cell Cancer. BMC Cancer.

[12] (2017). The Cancer Genome Atlas Research Network Integrated Genomic Characterization of Oesophageal Carcinoma. Nature.

[13] Chio I.I.C., Jafarnejad S.M., Ponz-Sarvise M., Park Y., Rivera K., Palm W., Wilson J., Sangar V., Hao Y., Öhlund D. (2016). NRF2 Promotes Tumor Maintenance by Modulating MRNA Translation in Pancreatic Cancer. Cell.

[14] Sekhar K.R., Freeman M.L. (2015). Nrf2 Promotes Survival Following Exposure to Ionizing Radiation. Free Radic. Biol. Med..

[15] Gonzalez-Donquiles C., Alonso-Molero J., Fernandez-Villa T., Vilorio-Marqués L., Molina A.J., Martín V. (2017). The NRF2 Transcription Factor Plays a Dual Role in Colorectal Cancer: A Systematic Review. PLoS ONE.

[16] Network T.C.G.A. (2012). Comprehensive Molecular Characterization of Human Colon and Rectal Cancer. Nature.

[17] Levings D.C., Wang X., Kohlhase D., Bell D.A., Slattery M. (2018). A Distinct Class of Antioxidant Response Elements Is Consistently Activated in Tumors with NRF2 Mutations. Redox Biol..

[18] Braselmann H., Michna A., Heß J., Unger K. (2015). CFAssay: Statistical Analysis of the Colony Formation Assay. Radiat. Oncol..

[19] Ritz C., Baty F., Streibig J.C., Gerhard D. (2015). Dose-Response Analysis Using R. PLoS ONE.

[20] Love M.I., Huber W., Anders S. (2014). Moderated Estimation of Fold Change and Dispersion for RNA-Seq Data with DESeq2. Genome. Biol..

[21] Robinson M.D., McCarthy D.J., Smyth G.K. (2010). EdgeR: A Bioconductor Package for Differential Expression Analysis of Digital Gene Expression Data. Bioinformatics.

[22] Subramanian A., Tamayo P., Mootha V.K., Mukherjee S., Ebert B.L., Gillette M.A., Paulovich A., Pomeroy S.L., Golub T.R., Lander E.S. (2005). Gene Set Enrichment Analysis: A Knowledge-Based Approach for Interpreting Genome-Wide Expression Profiles. Proc. Natl. Acad. Sci. USA.

[23] Liberzon A., Subramanian A., Pinchback R., Thorvaldsdóttir H., Tamayo P., Mesirov J.P. (2011). Molecular Signatures Database (MSigDB) 3.0. Bioinformatics.

[24] Sergushichev A. (2016). An Algorithm for Fast Preranked Gene Set Enrichment Analysis Using Cumulative Statistic Calculation. bioRxiv.

[25] O’Cathail S.M., Wu C.-H., Lewis A., Holmes C., Hawkins M.A., Maughan T. (2020). NRF2 Metagene Signature Is a Novel Prognostic Biomarker in Colorectal Cancer. Cancer Genet..

[26] Malhotra D., Portales-Casamar E., Singh A., Srivastava S., Arenillas D., Happel C., Shyr C., Wakabayashi N., Kensler T.W., Wasserman W.W. (2010). Global Mapping of Binding Sites for Nrf2 Identifies Novel Targets in Cell Survival Response through ChIP-Seq Profiling and Network Analysis. Nucleic Acids Res..

[27] Mitsuishi Y., Taguchi K., Kawatani Y., Shibata T., Nukiwa T., Aburatani H., Yamamoto M., Motohashi H. (2012). Nrf2 Redirects Glucose and Glutamine into Anabolic Pathways in Metabolic Reprogramming. Cancer Cell.

[28] Spitzner M., Roesler B., Bielfeld C., Emons G., Gaedcke J., Wolff H.A., Rave-Fränk M., Kramer F., Beissbarth T., Kitz J. (2014). STAT3 Inhibition Sensitizes Colorectal Cancer to Chemoradiotherapy in Vitro and in Vivo. Int. J. Cancer.

[29] Krall A.S., Xu S., Graeber T.G., Braas D., Christofk H.R. (2016). Asparagine Promotes Cancer Cell Proliferation through Use as an Amino Acid Exchange Factor. Nat. Commun..

[30] Szklarczyk D., Morris J.H., Cook H., Kuhn M., Wyder S., Simonovic M., Santos A., Doncheva N.T., Roth A., Bork P. (2017). The STRING Database in 2017: Quality-Controlled Protein–Protein Association Networks, Made Broadly Accessible. Nucleic Acids Res..

[31] George T.J., Allegra C.J., Yothers G. (2015). Neoadjuvant Rectal (NAR) Score: A New Surrogate Endpoint in Rectal Cancer Clinical Trials. Curr. Colorectal Cancer Rep..

[32] Fokas E., Fietkau R., Hartmann A., Hohenberger W., Grützmann R., Ghadimi M., Liersch T., Ströbel P., Grabenbauer G.G., Graeven U. (2018). Neoadjuvant Rectal Score as Individual-Level Surrogate for Disease-Free Survival in Rectal Cancer in the CAO/ARO/AIO-04 Randomized Phase III Trial. Ann. Oncol..

[33] Kang K.A., Piao M.J., Ryu Y.S., Kang H.K., Chang W.Y., Keum Y.S., Hyun J.W. (2016). Interaction of DNA Demethylase and Histone Methyltransferase Upregulates Nrf2 in 5-Fluorouracil-Resistant Colon Cancer Cells. Oncotarget.

[34] Evans J.P., Winiarski B.K., Sutton P.A., Jones R.P., Ressel L., Duckworth C.A., Pritchard M.D., Lin Z.-X., Vicky F.L., Tweedle E.M. (2018). The Nrf2 Inhibitor Brusatol Is a Potent Antitumour Agent in an Orthotopic Mouse Model of Colorectal Cancer. Oncotarget.

[35] Wang X.J., Li Y., Luo L., Wang H., Chi Z., Xin A., Li X., Wu J., Tang X. (2014). Oxaliplatin Activates the Keap1/Nrf2 Antioxidant System Conferring Protection against the Cytotoxicity of Anticancer Drugs. Free Radic. Biol. Med..

[36] DeNicola G.M., Chen P.-H., Mullarky E., Sudderth J.A., Hu Z., Wu D., Tang H., Xie Y., Asara J.M., Huffman K.E. (2015). NRF2 Regulates Serine Biosynthesis in Non-Small Cell Lung Cancer. Nat. Genet..

[37] Menegon S., Columbano A., Giordano S. (2016). The Dual Roles of NRF2 in Cancer. Trends Mol. Med..

[38] Sanghvi V.R., Leibold J., Mina M., Mohan P., Berishaj M., Li Z., Miele M.M., Lailler N., Zhao C., de Stanchina E. (2019). The Oncogenic Action of NRF2 Depends on De-Glycation by Fructosamine-3-Kinase. Cell.

[39] Sanchez-Vega F., Mina M., Armenia J., Chatila W.K., Luna A., La K.C., Dimitriadoy S., Liu D.L., Kantheti H.S., Saghafinia S. (2018). Oncogenic Signaling Pathways in The Cancer Genome Atlas. Cell.

[40] Torrente L., Maan G., Oumkaltoum Rezig A., Quinn J., Jackson A., Grilli A., Casares L., Zhang Y., Kulesskiy E., Saarela J. (2020). High NRF2 Levels Correlate with Poor Prognosis in Colorectal Cancer Patients and with Sensitivity to the Kinase Inhibitor AT9283 In Vitro. Biomolecules.

How the deposited data were processed for this re-analysis (not part of the article)

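RNA sequencing of 12 libraries was used: SW1463 cells with siNT or siNRF2 and HCT116 WT or E79K+ cells, with 3 libraries in each of the 4 groups. The authors prepared stranded poly(A) libraries and sequenced them on a HiSeq4000. The deposited table holds raw read counts per gene symbol, as whole numbers, for 26485 symbols and 92 spike-in entries without any counts. The name of the table gives featureCounts and deduplicated reads, and no step of the authors before the counts was repeated. Libraries held between 13374895 and 19075157 counts. Gene symbols were matched to GENCODE 29 (GRCh38), which gave a place for 23924 of them.

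Genes were fitted in R 4.3.3 with edgeR 4.0.16 (TMM normalisation, filterByExpr, quasi-likelihood F test) on the 6 libraries of each cell line, and with DESeq2 1.42.0 beside it. Benjamini-Hochberg adjustment was made over all genes tested, with a threshold of 0.01. Gene lists were tested with camera of limma 3.58.1 on voom weights, with a preset correlation of 0.01 and a threshold of 0.1 over 17 lists. The difference between the 2 changes was tested as a contrast in 1 edgeR fit over all 12 libraries. A smooth trend of logFC on GC content, transcript length and expression level was fitted with mgcv 1.9.3. Random draws used the seed 1.

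The genes named were set by a rule: those named or drawn by the paper, the 3 genes with the largest change per model and direction, and up to 3 genes with the smallest FDR per list. The 3 genes with the largest change were taken among genes past the threshold, with a mean of at least 1 CPM in one group and with no overlap between the groups.

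The alternatives tried were DESeq2's size factors and library size alone for the normalisation, and edgeR's likelihood ratio and exact tests and DESeq2's Wald test for the test. Others were no filter, a filter of more than 1 CPM in at least 3 libraries, the replicate number as a block, all 12 libraries in one fit, thinning to the smallest library, and leaving out each library. Further ones were an FDR under 0.05 and a minimum of 1.5-fold. The lists were also tested with fry, with the correlation estimated, with fgsea 1.28.0 and without the genes read in Figure 3b. Replicate numbers did not pair the libraries: after the group means were taken off, the correlations between libraries of the same number were 0.00882, 0.0790 and -0.143 in SW1463 and 0.0281, 0.0630 and 0.0204 in HCT116.

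The fits were tested on simulated data with 200 genes changed 2-fold. The edgeR test recovered 170 of them in SW1463 and 179 in HCT116, each with 4 false calls. Of 17 simulated lists, both changed lists were called in each model and none of the 15 unchanged ones. The simulated genes were drawn independently, without the correlation between the genes of a real list. The simulation therefore cannot show how often camera calls unchanged lists in the real data. The MSigDB sets, patient data, qRT-PCR, Western blots, clonogenic assays and proteomics were left out, as only the RNA sequencing counts were analysed here.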

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

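The results given here were picked out after their values were seen, and the comparison of the sterol list with other splits of the libraries was chosen after its result.

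Genes of sterol synthesis, which the paper does not discuss, moved in opposite directions in the 2 models. In SW1463 after siNRF2 the list's median was 0.26 relative to all genes (camera FDR 8.94e-08), with 23 of 25 genes above 0. The edgeR test called 11 of these genes over all genes and 13 adjusted over the list alone, among them HMGCS1 (logFC 0.68) and LSS (logFC 0.53). In HCT116 E79K+ the median was -0.13 (camera FDR 2.26e-07), with 21 of 25 genes below 0. Of these, 6 were called over all genes and 7 adjusted over the list alone, among them INSIG1 (logFC -0.41) and MVD (logFC -0.26). The difference between the 2 changes was -0.38 (camera FDR 5.1e-13). After a trend with GC content, transcript length and expression level was taken off, the medians were 0.34 and -0.14, so this trend is not the whole cause. Among the 10 splits of the 6 libraries of each line, 1 gave a median as far from that of all genes in SW1463 and 1 in HCT116, which is the real split. These shares decide nothing, since 10 splits give none under 0.1. The largest median of the other splits was 0.13 away from that of all genes in SW1463 and 0.0969 in HCT116, and with a library left out the medians ran from 0.22 to 0.30 and from -0.16 to -0.11. The list was past the threshold under fry in both models (FDR 0.000464 and 0.00589), and with the correlation estimated in SW1463 (FDR 0.0856) but not in HCT116 (FDR 0.132). These values argue against a variation between libraries that has no part in the groups more clearly in SW1463 than in HCT116, where it stays open. A response of sterol synthesis to NRF2 may explain the 2 directions, and so may a difference in culture between the groups, for which no value was at hand.

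ATF4 targets outside amino acid metabolism, none of which is labelled in Figure 3b, also moved in opposite directions. The median was -0.23 relative to all genes in SW1463 (camera FDR 0.00155), with 11 of 11 genes below 0, and 0.22 in HCT116 (camera FDR 0.00599), with 8 of 9 genes above 0. In SW1463, 3 were called over all genes and 4 adjusted over the list alone, among them ADM2 (logFC -0.79) and NUPR1 (logFC -1.21). In HCT116, 1 was called over all genes, DDIT3 (logFC 0.51, lost in 5 of the 6 fits that left out a library), and 2 adjusted over the list alone. Without WT replicate 3, the median in HCT116 was 0.14. The difference between the 2 changes was 0.44 (camera FDR 0.000149). If the amino acid genes moved as part of a general ATF4 response, such targets would move with them, and the value of 0.22 is consistent with that. The mRNA of ATF4 itself was among the shared genes with opposing changes (logFC -0.48 in SW1463 and 0.25 in HCT116). Whether NRF2 acts on the ATF4 targets directly or through ATF4 was not tested.

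Among the 186 genes shared by both models, 62 changed in one direction in both. Some of these genes may answer to something other than the activity of NRF2, which goes down in one model and is held to go up in the other. The test of the difference between the changes was past an FDR of 0.01 for 9 of the 62, so for the other 53 no difference in size was detected. Among the 100 pairs of splits of the 12 libraries within each line, 1 gave as many genes past an FDR of 0.01 in this test as the real groups (2009). The lists hold 5 of the 62, all lower in both models: 3 genes of antigen presentation (HLA-E, PSME1 and TAPBP), 1 of the pentose phosphate pathway (ALDOC) and 1 direct NRF2 target, ABCC2 (logFC -0.36 in SW1463 and -0.35 in HCT116), whose fall in SW1463 is the direction a loss of NRF2 would give. One candidate explanation, off-target matches to the seed of the siRNA, gave a shift of -0.0214 in SW1463. It concerns only that model if the HCT116 libraries were not transfected, and the paper describes no transfection for them.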

How the results depend on the processing

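The alternatives of the difference test and of the seed test were chosen after seeing the data.

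Changes of threshold moved the counts most. At an FDR under 0.05, 4842 genes were called in SW1463, 1541 in HCT116, 431 in both and 259 in both with opposing changes. With a minimum of 1.5-fold these were 865, 207, 25 and 18. These moves follow from the thresholds themselves. With the replicate number as a block, 84 genes were shared and 60 opposed, and the cause was not tested. Across the fits that each left out a library, the counts ran from 1223 to 3030 in SW1463, from 377 to 746 in HCT116, from 105 to 188 for shared genes and from 76 to 128 for opposing ones. Fewer libraries give the test less power, but leaving out siNT replicate 1 raised the count in SW1463 and leaving out E79K+ replicate 3 that in HCT116. The normalisation, the filter, the test, one fit over all libraries and thinning kept these 4 counts within 1.5 times. The test of the difference kept within 1.5 times under each alternative tried (1354 to 2496 genes).

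With the correlation estimated, 4 lists were past the threshold in SW1463 and 3 in HCT116. Those lost in SW1463 were serine and glycine metabolism (-0.32), arginine and proline metabolism (-0.0672), cytosolic synthetases (-0.24), ribosomal proteins (-0.20), P450 enzymes (-0.31), DNA replication (0.39), the ATF4 targets outside amino acid metabolism (-0.23), the pentose phosphate pathway (-0.19) and antigen presentation (-0.19). Those lost in HCT116 were serine and glycine metabolism (0.16), arginine and proline metabolism (0.0587), transporters (0.21), cytosolic synthetases (0.22), ribosomal proteins (0.0843), P450 enzymes (-0.0582), the ATF4 targets (0.22), the chaperone arm (-0.0857) and sterol synthesis (-0.13). Medians are the same because only the test changed. Under fry, arginine and proline metabolism (-0.0672) and ribosomal proteins (-0.20) were lost and mTOR components (0.10) gained in SW1463, and ribosomal proteins (0.0843) were lost and NRF2 targets (0.0135) and mTOR components (0.0355) gained in HCT116. With fgsea, antigen presentation (-0.19) was lost in SW1463, and arginine and proline metabolism (0.0587), P450 enzymes (-0.0582) and the chaperone arm (-0.0857) in HCT116. Without the genes of Figure 3b, which were chosen from these libraries for their change, serine and glycine metabolism (-0.24), arginine and proline metabolism (-0.0300) and cytosolic synthetases (-0.0936) were lost in SW1463, and arginine and proline metabolism (0.0340), cytosolic synthetases (0.0235) and P450 enzymes (-0.0582) in HCT116. Taking out changed genes weakens a list by construction, so these losses say nothing about its stability. The P450 list holds none of these genes, and its FDR moved with the adjustment over the lists. The P450 list was also lost in HCT116 without a filter (-0.0581), with more than 1 CPM in 3 libraries (-0.0499), with the block (-0.0636) and in one fit (-0.0533). The cause was not tested.

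Across the fits that each left out a library, the medians in SW1463 ran from -0.12 to -0.0359 for arginine and proline metabolism, from -0.0850 to 0.0856 for transporters, from -0.0404 to 0.0226 for mitochondrial synthetases, from 0.0598 to 0.15 for the chaperone arm and from -0.22 to -0.0971 for antigen presentation. In HCT116 they ran from -0.0106 to 0.0357 for NRF2 targets, from 0.0292 to 0.0761 for arginine and proline metabolism, from -0.0850 to -0.0137 for P450 enzymes, from -0.00106 to 0.0595 for DNA replication and from -0.00978 to 0.0259 for the pentose phosphate pathway. Without a filter, transporters in SW1463 (-0.00632) and the pentose phosphate pathway in HCT116 (-0.00963) reversed. The cause was not tested.

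Among the genes named, those that reversed had a logFC near 0. TPBG in SW1463 (-0.00326) was 0.0175 with library size alone and 0.0186 after thinning, and ran from -0.0221 to 0.00800 with a library left out. MTOR in HCT116 was -0.000255 with DESeq2's size factors, -0.00986 with library size alone, -0.000122 with DESeq2's Wald test, -0.0168 without a filter, -0.000116 with more than 1 CPM in 3 libraries and -0.000594 in one fit, and ran from -0.0521 to 0.0456 with a library left out. MYH7B in HCT116 ran from -0.44 to 0.45 and NOD2 from -0.24 to 0.00788. Of the other values of named genes, 23 became weaker and 25 stronger and 1570 stayed on their side of the threshold, and with a library left out 91 became weaker, 5 stronger and 875 stayed. The cause was not tested. The depth of the libraries limits the genes near the filter, such as those at the floor of 3 counts.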

Differences from the paper's values

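No test was added here after the values were seen.

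For ASNS in SW1463, the FDR was 1.27e-06 against the paper's 5.66e-34, and in HCT116 5.22e-11 against the paper's 2.72e-170. None of the alternatives set before the data were examined came within 1.5 times of either value. The nearest, which take up most of both gaps, were edgeR's exact test (1.01e-33 and 3.19e-169) and likelihood ratio test (1.07e-33 and 3.90e-167), while DESeq2's Wald test gave 2.66e-39 and 8.93e-188.

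Of the other values compared, the logFC of ASNS in HCT116 lay within its standard error of the paper's, and the numbers of genes called, shared and opposing lay within 1.5 times of the paper's. The paper's enrichment scores and network counts were not recomputed. Without a filter, 141 shared genes had opposing changes, the paper's number. With edgeR's quasi-likelihood test alone, 215 genes were shared and 144 opposed, against the paper's 216 and 141. With edgeR's exact test, 3401 genes were called in SW1463 and 999 in HCT116, against about 3400 and about 990 in Fig. 3a, read by eye.

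The paper reports NRF2 targets as enriched and raised in the E79K+ cells. The list used here, which is not the paper's set, had a median of 0.01 relative to all genes, NQO1 a logFC of 0.12 (FDR 0.119) and HMOX1 of -0.10 (FDR 0.408). Under fry, the list passed the threshold (FDR 0.0691). The paper reports mTOR sets as changed in both models, falling with the knockdown and rising with the mutation. The list of pathway components, which holds other genes, had medians of 0.10 in SW1463 and 0.04 in HCT116. Neither was past the threshold with camera, and both were past it under fry (FDR 0.00295 and 0.0129). In SW1463, 18 members rose and 9 fell, and the normalised score of fgsea was negative (-0.95) although the median was above 0. The list thus has no clear direction there to set against the paper's. In Fig. 2f arginine and proline metabolism is not past the paper's threshold in the E79K+ model, where the list had a camera FDR of 0.0385. With fgsea it was not past it either (FDR 0.185). Fig. 5 draws ASS1 as raised with NRF2, and its FDR in HCT116 was 0.0103. ASS1 was called there by DESeq2's Wald test (0.00714), by edgeR's likelihood ratio and exact tests, without a filter, with the replicate block, after thinning and without E79K+ replicate 1.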

Other observations

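The tests on the neighbouring pairs, on the precision of NQO1, on the levels in the parental lines and on the ribosomal list in other splits were chosen only after the result was seen, as were the size limit for the copy number test and the choice of the neighbouring pairs and of the RNAs without a poly(A) tail given by name.

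Among the 10 splits of the 6 libraries into 3 and 3, 1 gave as many genes past an FDR of 0.01 as the real groups in SW1463 and 1 in HCT116, which is the real split in each. The other 9 gave 0 in each. For the lists, 1 of the 10 splits gave as many as the real groups in SW1463 (13) and 1 in HCT116 (12). Since 10 splits give no share under 0.1, these shares alone decide nothing. For the genes, another value argues against a random grouping: the groups did not overlap for 48.4% of the genes tested in SW1463 and 29.3% in HCT116, where chance gives 10%. The 4 false calls in simulated data of each model do not bear on it, as the simulated genes were drawn independently of each other. For the lists, the numbers called do not decide, as the other splits gave up to 12 and 11. The medians do not decide either. Those of the real groups lay furthest from all genes for 11 of the 13 lists called in SW1463 and 9 of the 12 in HCT116. The exceptions were arginine and proline metabolism and ribosomal proteins in both models and P450 enzymes in HCT116. These lists were picked because camera called them for the real groups, which favours a large median there. A random grouping would thus give this for more than 1 list in 10, and the share was not measured. The lists also share genes, and the Figure 5 list was drawn from these libraries. For the lists, singly or together, the question stays open. For the difference between the 2 models, 1 of 100 splits gave as many genes. The 81 splits that were real in neither line gave 0, and the 18 that were real in one line gave up to 995.

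The genes lowered by siNRF2 could include off-target genes of the siRNA. The median logFC of 1322 genes with a match to the seed (AAACACC) in the 3′ UTR minus that of 10775 genes without one was -0.0214 in SW1463. This lay at percentile 1.86 of random lists matched on expression, and was second from the lowest (rank 2) of 35 sequences with the same bases. In HCT116, for which the paper describes no siRNA transfection, the shift was 0.02, at percentile 100 of such lists and rank 12 of the 35. A shift of similar size in the other direction thus arose there. The percentile in SW1463 therefore does not by itself point to the siRNA. With a match of 8 bases, chosen after seeing the data, the shift in SW1463 was -0.06 and the lowest of the 35 (rank 1). Without siNT replicate 2, the shift was -0.01, and without siNT replicate 1 -0.05. Of the genes lowered by siNRF2, 14.4% carried a match, against 10.9% of all genes with an annotated 3′ UTR. The ratio of these 2 shares was the highest (rank 1) of the 35 sequences, against rank 17 in HCT116. These ranks go with a small off-target part, while the shift itself is small and rests in part on single libraries, so a small part and none cannot be told apart here.

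The list of the PERK-ATF4 arm rose in HCT116 E79K+ while the chaperone arm had a median of -0.0857 relative to all genes. A rise of the whole unfolded protein response would have raised both, so the values argue against it. A response of the ATF4 arm alone, as in amino acid limitation, stays open.

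The ribosomal protein genes fell in SW1463 and rose in HCT116. In each line 2 of 10 splits, the real one included, gave a median as far from that of all genes, and camera called the list in 8 of the 9 other splits in SW1463 and 7 in HCT116. This is consistent with a variation between libraries that has no part in the groups. After a trend with GC content, transcript length and expression level was taken off, the medians were -0.0888 and 0.0444, at percentiles 0.15 and 100 of random lists, so this trend is not the whole cause.

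Copy number differences between HCT116 E79K+ and WT would shift neighbouring genes together. The largest shift of the median of 50 neighbouring genes was -0.13 (chromosome 19, SLC6A16 to C19orf81, 0 of 1000 shuffled orders as large), well under the 0.58 that 3 copies in place of 2 would give. Runs shorter than 50 genes stay open. Strongly changed genes lay next to each other in 9 pairs in HCT116, against a mean of 0.713 in shuffled orders, of which 0 of 1000 had as many. In SW1463, where both groups are the same line, there were 13 pairs against a mean of 4.26, again with 0 of 1000 shuffled orders as many, and 10 of the 13 moved in one direction. All 9 pairs in HCT116 moved in one direction, among them CD96 and ZBED2 (logFC -2.66), PRKG1-AS1 and DKK1 (logFC -1.49), and SAMD3 and TMEM200A (logFC -2.03). This argues against a chance order along the chromosomes. Regional regulation, related genes lying side by side and antisense genes, as in 2 of the pairs in HCT116, may each explain it. Clonal differences and short copy number changes stay open for HCT116, but an excess of pairs also arose in SW1463 without them.

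In SW1463, 93 of 95 small nucleolar RNA genes were higher after siNRF2, with a median logFC of 0.78, and 25 were called raised. In HCT116, 58 of 109 were higher and 0 were called, with 0 at an unadjusted p under 0.05. More RNA without a poly(A) tail in the siNRF2 libraries may explain it. Of 19 such RNAs with promoters of their own, 6 were tested, and their median was 0.12 relative to all genes, at percentile 68.4 of random lists. None was called (2 had an unadjusted p under 0.05), and these were RPPH1 (logFC 1.34, FDR 0.0207) and RN7SK (logFC 0.50, FDR 0.0999). The most abundant of them did not rise with the small nucleolar RNAs: RN7SL1 had a logFC of 0.08 (SE 0.13), RN7SL2 of -0.13 (SE 0.10) and TERC of -0.13 (SE 0.18). With 6 genes that go both ways, this explanation and a change in the small nucleolar RNAs themselves cannot be told apart.

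The direct NRF2 targets stayed near the median of all genes in HCT116 E79K+. Too little precision to see a rise is not the whole explanation for NQO1, whose upper 95% limit of 0.26 excludes a rise of the size of its fall in SW1463. The paper reports that NRF2 activity was lower in HCT116 than in SW1463, which goes against the next explanation. If the targets were already high in the parental line, they could have less room to rise: in HCT116 WT against SW1463 siNT, the list's median was 0.20 relative to all genes (FDR 0.704), with NFE2L2 at 0.80, HMOX1 at 0.92 and NQO1 at -0.77. The cell line differs in this comparison, and the transfection may differ with it. A higher level in the parental line cannot be told apart from either. In the same comparison ASNS was at -2.09 and the PERK-ATF4 list at -1.11 (FDR 1.61e-05).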
